A study of Homo sapiens with 6 samples. Its data were reported in "CLDN6 Expression Plasticity in Ovarian Cancer: Insights into Therapeutic Optimization for CLDN6-Targeted Immunotherapy" (2026).

How the data were processed

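Gene expression was measured with the nCounter PanCancer Progression Panel, a hybridization assay that counts one fluorescent barcode per captured RNA molecule, in NIH:OVCAR-3, an established human ovarian cancer cell line of the high-grade serous type. Cells were kept for 1 week at low or at high density in medium with 20% fetal bovine serum, and 100 ng of total RNA was loaded per sample. The labels gave 3 samples at low density and 3 at high density, with replicate numbers 1 to 3 in each group. A medium density appeared in the description of the design and was not analysed here. The methods state that experiments were done at least in triplicate but not whether the 3 samples of a group in this assay came from separate cultures, so p-values measured only the spread between these samples, which may be technical.

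The authors deposited a table of 784 probes, of which 770 were genes (30 of them panel reference genes), 8 were negative controls and 6 were positive controls. The deposited values of the genes were a signal, namely barcode counts multiplied by one factor per sample. The factor set the geometric mean of the 30 reference genes to between 383.27 and 383.28 in every sample. That scaling was inferred from the values, and the software and version used for it were not given in the sources used here. The control probes were listed as whole, unscaled counts, and no background had been subtracted. In each sample, values under 100 counts were whole multiples of one step, within a tolerance of 0.1 count, for 98.9% to 100% of genes. The step was used to recover counts for the depth and the noise between replicates, to put the negative control level on the scale of each sample, and for scaling to the positive controls. The gene symbols in the table were matched to the RefSeq list of GRCh38.p14 for names alone: 755 were current symbols and 15 were older symbols of a single gene, and the symbols of the table were kept.

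Genes other than the reference genes with a mean of at least 20 over the 6 samples were tested, which left 480 of 740. The floor lay above the mean plus 2 SD of the negative controls, at 15.5 counts. Values were taken as log2(value + 1), so that fold changes of weakly detected genes were understated. They were fitted with limma version 3.58.1 in R 4.3.3 (linear model of the 6 samples on density, empirical Bayes moderation with a mean trend, two-sided, no replicate block). P-values were adjusted by the Benjamini-Hochberg method over the 480 genes, with a threshold of 0.05. The design fixed before the data were examined named a count test for raw counts and limma for normalized values, and the latter applied. The moderated fit borrowed the spread of all genes (206 prior degrees of freedom). In part for this reason, adjusted p-values far below those of a 3 against 3 permutation test (smallest exact p = 0.1) were obtained. The methods' t-test, which borrows no spread, also gave 264 genes an adjusted p under 0.05. On simulated data with 478 tested genes, the fit called 43 of 66 genes changed by 0.25 on the log2 scale (65.2%), 61 of 66 changed by 0.5 (92.4%) and 66 of 66 changed by 1, with 10 calls among 280 unchanged genes. Where a group mean lay under the background limit of that group (14.5 at low and 16.9 at high density, in normalized counts), the ratio was given as a lower bound against that limit.

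Gene lists were fixed before the data were examined, from general knowledge of the genes but after the paper, with its heatmaps of these samples, had been read, so they are not fully independent of it. They covered epithelial and junction genes, mesenchymal genes with the transcription factors of epithelial-mesenchymal transition (EMT), the TGF-beta and BMP pathway, collagens, integrins, laminins, other matrix proteins, matrix proteases, protease inhibitors, YAP/TAZ target genes, hypoxia response, stem cell associated, proliferation and cytoskeleton genes, and markers of endothelial cells, leukocytes and fibroblasts as other cell types. Of these, 15 lists with at least 2 tested members were tested with camera in limma (preset correlation between genes of 0.01), adjusted over the 15 lists, then with an estimated correlation and with fry. Counts of calls were also adjusted over the list alone. Genes were named by a rule fixed beforehand: the 8 largest rises and the 8 largest falls among genes past the threshold, with no overlap between groups and a mean of at least 100 in the higher group, up to 2 members per list and direction, and a set of genes central to the study. WNT5A, CLDN1, SMAD3, BMP4, HPSE, LAMB3, EGFL7, PDK1, SF3A3 and ZC3H14 in the report were named after their values had been seen.

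Alternatives were other filters, a pseudocount of 10, other scalings, no mean trend, the methods' t-test, stricter thresholds, the replicate number as a block and leaving out each sample in turn. Subtraction of the negative control mean and scaling to the positive controls were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.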

Results

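The question was how the density at which NIH:OVCAR-3 ovarian cancer cells grow relates to their expression of genes of tumor progression, among them genes of epithelial-mesenchymal transition and of the extracellular matrix. The panel was read in 6 samples, 3 from low density and 3 from high density. The barcode counts per sample, recovered from the values, totaled 658422, 696309 and 688515 at low density and 683341, 655870 and 554857 at high density. The mean count of the 8 negative control probes ranged from 6 to 10 per sample. Between replicates, the chi-square per gene was 1.53 to 2.41 over 6 pairs of samples, against 101 to 125 over 9 pairs of opposite density. No pair of replicates agreed within sampling noise. CLDN6 and POU5F1 were not among the 770 genes measured, and so were not analysed here.

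At low density, LGALS1, PLAU, TIMP2, ID1 and ID2 were among the genes with the largest rises, while CLU, ANPEP, VIM and the keratin gene KRT19 fell. LGALS1, which encodes the glycan-binding protein galectin-1, was 2249 ± 70.1 normalized counts at low density and 468 ± 27.9 at high density (SD, n = 3 each), a log2 fold change of 2.26 ± 0.05 (SE). PLAU, the urokinase plasminogen activator, rose from 132 ± 16.9 to 462 ± 36.6, and TIMP2, an inhibitor of metalloproteinases, rose from 253 ± 22.9 to 836 ± 38.9. CLU, which encodes the secreted chaperone clusterin, was the most changed gene in the other direction, with 15366 ± 657 at low and 64372 ± 1108 at high density (log2 fold change −2.07 ± 0.03). CLU alone made up 2.34% to 2.52% of all normalized counts at low density and 9.34% to 9.59% at high density.

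Of the 480 genes tested, 186 rose and 132 fell at low density relative to high density, and 162 did not pass the threshold. The share of rises among the 318 changed genes was 58.5%. It was 76.3% (241 rose and 75 fell) when counts were scaled to the positive control probes instead of the reference genes, a scaling chosen after seeing the data that moved the median gene by 0.15 on the log2 scale. It was 50.2% (164 rose and 163 fell) under median-of-ratios scaling and 50.7% (151 rose and 147 fell) under quantile normalization, so the balance of rises and falls depended on the scaling. With an absolute log2 fold change of at least 0.5, 91 genes rose and 55 fell. In 317 genes (66.0%) the 3 samples of one density did not overlap with those of the other, against 10% by chance. The first principal component held 87.0% of the variance.

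The other genes with the largest rises were ETV4 (log2 fold change 1.93 ± 0.15), an ETS transcription factor, PLEKHO1 (1.75 ± 0.12), ID1 (1.63 ± 0.04) and ID2 (1.54 ± 0.06), which encode inhibitors of basic helix-loop-helix factors, and the laminin chain LAMA1, from 53.8 ± 3.45 at high to 154 ± 8.49 at low density. Adjusted p-values of these 5 genes ranged from 8.8e-108 (ID1) to 2.4e-23 (LAMA1). The other genes with the largest falls were INHBE (−1.83 ± 0.13), the aminopeptidase ANPEP (−1.71 ± 0.06), the serine protease TMPRSS2 (−1.45 ± 0.15), PRR15L (−1.36 ± 0.14), ADM2 (−1.33 ± 0.12), the intermediate filament gene VIM (−1.20 ± 0.08) and CHI3L1 (−1.16 ± 0.08). Their adjusted p-values ranged from 1.6e-75 (ANPEP) to 1.3e-17 (PRR15L).

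Epithelial and junction genes fell more often than they rose at low density. Of 30 tested members, 17 fell, 5 rose and 8 did not pass, and the counts were the same when adjusted over the list alone. KRT19 fell from 3589 ± 86.9 at high to 1834 ± 80.0 at low density (log2 fold change −0.97 ± 0.04, adjusted p = 2.0e-64). The epithelial transcription factor ELF3 (−0.82 ± 0.04), the tight junction genes CLDN4 (−0.54 ± 0.04) and CLDN3 (−0.52 ± 0.03), KRT7 (−0.28 ± 0.03) and CDH1, which encodes E-cadherin (−0.24 ± 0.04), also fell. CLDN1, a claudin gene outside the list, rose (0.34 ± 0.06, adjusted p = 2.2e-08). EPN3 (1.19 ± 0.09) and the epithelial transcription factor OVOL2 (0.46 ± 0.05) rose. The list as a whole was lower than the other genes by camera (median log2 fold change −0.15, adjusted p = 0.0209). With an estimated correlation it no longer passed: camera gave p = 0.235 before adjustment and 0.868 after it. That adjusted value was shared by every list tested. With scaling to the positive controls, 10 members fell and 6 rose, the median was −0.01, the adjusted p of the list was 0.132, and CDH1 no longer passed (−0.10, adjusted p = 0.141). The gap between the list median and the median tested gene was −0.20 under that scaling as under the deposited one. That equality was no test, since one factor per sample moves all genes nearly alike. The list was written after the study's own statement on epithelial genes in these samples, and its heatmaps of them, had been seen, so the direction is not independent evidence.

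Mesenchymal genes moved in both directions. Only 8 of 19 members on the panel were above the floor, of which 3 rose, 2 fell and 3 did not pass. FN1, which encodes fibronectin, rose from 18.6 ± 5.42 to 34.3 ± 2.25 (0.88 ± 0.23, adjusted p = 3.4e-04), the EMT transcription factor SNAI1 rose from 49.5 ± 5.37 to 74.8 ± 14.5 (0.57 ± 0.16, adjusted p = 6.8e-04), and the ligand WNT5A rose by 0.54 ± 0.05. The high density mean of FN1 lay just above the background limit of 16.9, and high density replicate 2 (13.6) lay below it. VIM, a marker of mesenchymal cells, fell from 384 ± 43.4 at high to 167 ± 19.3 at low density, and TCF4 fell (−0.34 ± 0.08), a call that was lost with scaling to the positive controls (−0.19, adjusted p = 0.0550). CDH2, which encodes N-cadherin, was 461 ± 15.5 at low and 473 ± 12.9 at high density (log2 fold change −0.04 ± 0.06, adjusted p = 0.642). The list did not differ from the other genes (camera adjusted p = 0.834), and its camera direction was down while its median (0.16) and mean (0.09) were above 0.

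Of 18 tested genes of the TGF-beta and BMP pathway, 8 rose, 3 fell and 7 did not pass, although 6 rose and 6 fell under median-of-ratios scaling, 6 rose and 4 fell under quantile normalization, and 12 rose and none fell with scaling to the positive controls. Besides ID1 and ID2, the ligand BMP4 rose by 1.27 ± 0.20 and the signal transducer SMAD3 by 0.84 ± 0.07. TGFB1 rose from 41.8 ± 4.10 to 69.2 ± 9.76 (0.71 ± 0.16, adjusted p = 5.7e-05). SMAD4 fell (−0.29 ± 0.06), a call lost with scaling to the positive controls (−0.14, adjusted p = 0.0640). The camera adjusted p of the list was 0.273.

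Laminin, collagen and integrin genes had more rises than falls, but none of these lists passed camera against the other genes. Among laminins, 5 of 6 tested genes rose and none fell, and all 6 rose when adjusted over the list alone (camera adjusted p = 0.133). LAMA3 rose from 468 ± 51.1 to 827 ± 13.9, and LAMB3 was the member that missed the threshold over all genes (0.25 ± 0.12, adjusted p = 0.0516), although it passed in 7 of 16 other settings (adjusted p from 0.00221 to 0.232), among them the one without high density replicate 2 (0.0418). Among collagens, 4 of 8 rose, led by the basement membrane chain COL4A2 (0.71 ± 0.08) and COL5A2 (0.69 ± 0.09), and 1 fell (camera adjusted p = 0.753). Among integrins, 6 of 10 rose and none fell, although 4 rose and 1 fell under median-of-ratios scaling and under quantile normalization, and 7 rose with scaling to the positive controls (camera adjusted p = 0.641). ITGA3 rose by 0.72 ± 0.05, and ITGB3 was at least 3.16-fold higher at low density, since its high density mean lay within the background (15.5 against 53.3, adjusted p = 3.1e-13). Of 16 other matrix proteins and crosslinking enzymes, 8 rose and 1 fell (camera adjusted p = 0.753), against 5 and 3 under quantile normalization, 7 and 3 under median-of-ratios scaling and 10 and 1 with scaling to the positive controls. SPP1, which encodes osteopontin, was at least 2.08-fold higher at low density.

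Of 14 matrix proteases, 9 rose, 1 fell and 4 did not pass (camera adjusted p = 0.121). PLAU rose by 1.80 ± 0.08, the heparanase gene HPSE by 1.44 ± 0.07, and MMP10 was at least 2.34-fold higher at low density, with a high density mean within the background. Among 7 genes listed as protease inhibitors, 3 rose, including TIMP2 (1.73 ± 0.06) and TFPI2 (0.67 ± 0.09), while SERPINA1 (−0.66 ± 0.09) and SERPINH1 (−0.56 ± 0.03) fell (camera adjusted p = 0.834). SERPINH1 encodes a collagen chaperone and entered this list by its symbol, so its fall is not that of an inhibitor. Under median-of-ratios scaling and quantile normalization, 3 members of the list rose and 3 fell. By fry, which asks whether a list moves one way on balance without comparing it to other genes, adjusted p-values were 3.9e-04 for laminins, 3.2e-04 for collagens, 7.7e-04 for integrins, 0.00560 for other matrix proteins, 3.2e-04 for proteases and 0.00258 for inhibitors. This was not particular to matrix genes. Fry also passed for TGF-beta and BMP (3.9e-04), YAP/TAZ (0.00209), epithelial (0.00209, down) and stem cell associated genes (0.0108, down). It did not pass for mesenchymal (0.212), hypoxia (0.523), proliferation (0.181), cytoskeleton (0.0656) or endothelial genes (0.218). Fry was run on the deposited scaling alone. The counts of several of these lists moved with the scaling, so its p-values hold for that scaling only.

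**Figure D1:**
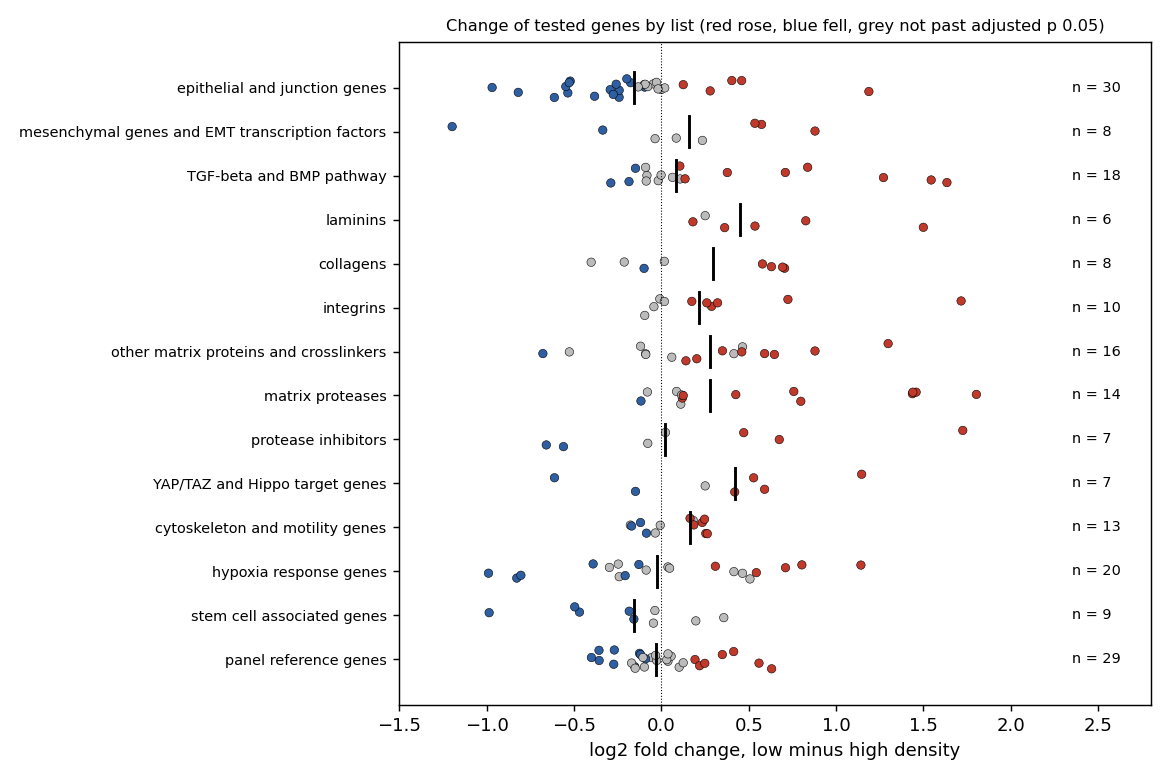
Log2 fold change (low minus high density, x axis) of each tested gene, with one line of points per gene list (y axis). Red points rose, blue points fell, grey points did not pass adjusted p 0.05, black bars are medians and n is the number of genes tested. Most laminin points lie right of 0 and most epithelial points left of it (17 fell and 5 rose, against 10 and 6 with scaling to the positive controls), and 16 of the 29 tested reference genes are themselves coloured.

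Hypoxia response genes split. Of 20 tested members, 5 rose, 6 fell and 9 did not pass (camera adjusted p = 0.711), whereas 10 rose and 4 fell with scaling to the positive controls 7 rose and 5 fell under quantile normalization, and 5 rose and 7 fell under median-of-ratios scaling. VEGFA, which encodes an angiogenic growth factor, fell from 1228 ± 41.5 to 619 ± 45.2 at low density (−0.99 ± 0.05), with NDRG1 (−0.83 ± 0.04) and the kinase gene PDK1 (−0.80 ± 0.08). EPAS1, which encodes HIF-2 alpha, rose by 1.14 ± 0.17 and the prolyl hydroxylase gene EGLN3 by 0.80 ± 0.07. Of 9 stem cell associated genes, none rose and 5 fell (camera adjusted p = 0.285), among them PROM1 (−0.99 ± 0.23), which encodes CD133, and MYC (−0.50 ± 0.07), whereas 1 rose and 3 fell with scaling to the positive controls and 1 rose and 5 fell under quantile normalization. CD44 was 27.6 ± 8.81 at low and 20.6 ± 1.53 at high density, a difference that did not pass (0.36 ± 0.24, adjusted p = 0.175). It passed without low density replicate 2 (0.63, adjusted p = 0.0132). The CD44 means lay near the background limits (14.5 at low and 16.9 at high density), so a difference could be missed. The low density mean of PROM1 (17.5) also lay near its limit.

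Of 7 YAP/TAZ target genes, 4 rose and 2 fell, and 5 rose and 2 fell when adjusted over the list alone (camera adjusted p = 0.807). The growth factor gene AREG rose by 1.15 ± 0.12 and the matrix gene THBS1 by 0.59 ± 0.08, while EDN1 fell (−0.61 ± 0.17) and TGFB2 fell (−0.15 ± 0.04), a call lost with scaling to the positive controls (−0.0014, adjusted p = 0.980). Of 13 cytoskeleton genes, 6 rose, among them RHOA (0.26 ± 0.04) and CTNNB1, which encodes beta-catenin (0.25 ± 0.03), and 3 fell (camera adjusted p = 0.834), against 5 rising and 5 falling under median-of-ratios scaling, 4 and 3 under quantile normalization, and 6 and 0 with scaling to the positive controls. The cell cycle inhibitor genes CDKN1A (−0.11 ± 0.16, adjusted p = 0.588) and CDKN2A (−0.12 ± 0.06, adjusted p = 0.0660) made up the proliferation list (camera adjusted p = 0.834). CDKN2A passed in 4 of 16 other settings, among them median-of-ratios scaling (−0.19, adjusted p = 0.00690), and CDKN1A in none. In the lists not mentioned otherwise, adjustment over the list alone gave the same counts.

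Small falls were less firm. CLDN7 (−0.10 ± 0.04), COL18A1 (−0.10 ± 0.04), ADAM17 (−0.12 ± 0.05) and CTNND1 (−0.12 ± 0.04) fell, but with scaling to the positive controls each lay above 0, at 0.049, 0.048, 0.030 and 0.027, without passing. Without high density replicate 2, the adjusted p was 0.0631 for CLDN7, 0.101 for COL18A1, 0.0808 for ADAM17, 0.0576 for CTNND1 and 0.0727 for MYLK (−0.17 ± 0.06 with all samples). Without low density replicate 2, it was 0.0706 for CLDN7, 0.0606 for COL18A1, 0.189 for ADAM17, and 0.317 for BMPR1B (−0.19 ± 0.08 with all samples). CLDN7 also lost its call without low density replicate 3 (0.0932) or high density replicate 3 (0.118), CTNND1 without low density replicate 1 (0.0639), BMPR1B without high density replicate 1 (0.506) or 3 (0.197), and FBN1 (−0.68 ± 0.24) without high density replicate 3 (0.0938). With scaling to the positive controls, MYLK (−0.02, adjusted p = 0.781) and BMPR1B (−0.04, adjusted p = 0.708) no longer passed.

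Most markers of other cell types were below the floor of 20. Of 10 endothelial markers, 2 were tested: KDR fell (−0.53 ± 0.21), a call lost without low density replicate 2 (adjusted p = 0.189) or high density replicate 1 (adjusted p = 0.0932) and with scaling to the positive controls (−0.39, adjusted p = 0.0920), and EGFL7, at 97.1 ± 10.3 at low and 102 ± 8.73 at high density, did not pass, except under quantile normalization (−0.29, adjusted p = 0.0267). The camera adjusted p of this list was 0.834. Of 5 leukocyte markers, CXCR4 alone was tested, at 46.6 ± 8.92 at low and 55.1 ± 8.22 at high density, and did not pass (−0.24 ± 0.17, adjusted p = 0.205). Of 12 fibroblast markers, COL1A1 alone was tested and rose from 23.6 ± 4.15 to 35.6 ± 5.11 (0.58 ± 0.21), a call lost without high density replicate 1 (adjusted p = 0.109) or low density replicate 2 (adjusted p = 0.0528) and under quantile normalization (adjusted p = 0.0583). The reference genes used for scaling differed between densities as well. Of 29 tested, 7 were higher and 9 lower at low density, with a median log2 fold change of −0.03 and a range from −0.40 (ZC3H14) to 0.63 (SF3A3).

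**Figure D2:**
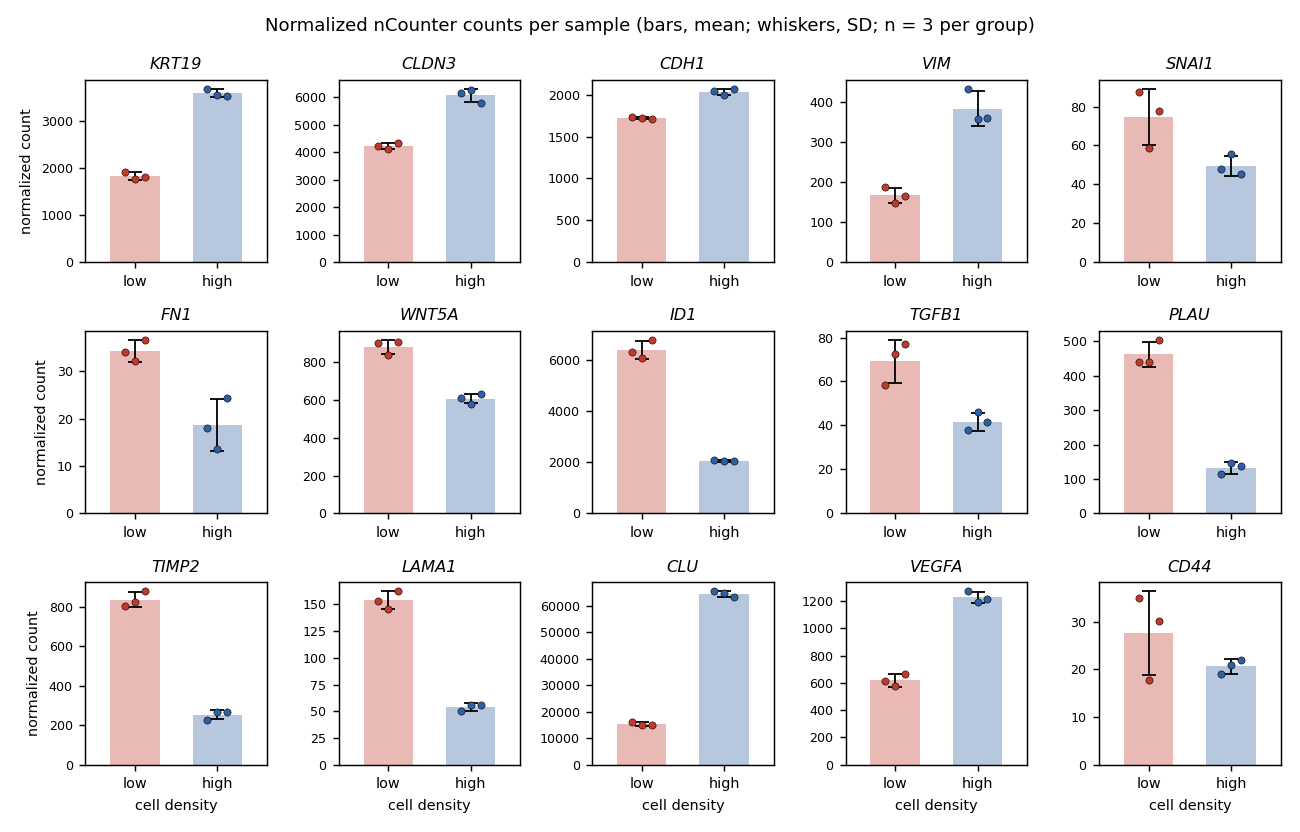
Normalized counts (y axis, linear from 0) of 15 genes at low and high density (x axis). Points are single samples, bars are means and whiskers are SD, with n = 3 per group. KRT19 lies near 1834 at low and 3589 at high density, VIM is lower at low density, and the CD44 samples of both densities overlap.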

Values the study reported

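By flow cytometry of the same cell line 7 days after the first passage, the study reported that cells high in both CLDN6 and CD44 made up 79.8% of the culture at low density and 48.8% at high density. After overgrown cells had been seeded again at low density, the study put this share at about 75%. These shares are of protein. By RT-qPCR after 7 days, the study also reported significantly higher RNA of CLDN6, CD44, TGFB1 and OCT4 (the POU5F1 gene) at low than at high density. From a heatmap of this panel, it described lower expression of epithelial genes and higher expression of mesenchymal genes in sparse cells.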

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

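Scaling to the positive controls and subtraction of the negative control mean were chosen after seeing the data. With all samples the count of changed genes was 318, and it stayed between 264 (the methods' t-test, Benjamini-Hochberg) and 333 (no filter) under the other filters, pseudocount, scalings and tests, except that 146 genes (91 rose, 55 fell) were left by a minimum log2 fold change of 0.5, which is by construction. Leaving out each sample gave 296 to 317 genes. Scaling to the positive controls lowered the falls from 132 to 75, while median-of-ratios scaling raised them to 163 (164 rises) and quantile normalization to 147 (151 rises). The cause was not tested. Division by the reference gene mean moved nothing, as the values were already so scaled, and DESeq2 was not run because the values are not whole counts.

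Epithelial and junction genes, with a camera adjusted p of 0.0209, had 0.132 with scaling to the positive controls and 0.00624 to 0.0263 with each sample left out. With an estimated correlation they had 0.868 (0.235 before adjustment), the adjusted value of every list in that setting. Over the settings compared for lists, their range was 0.00410 to 0.872, the latter with no filter and an estimated correlation. Laminins passed camera with no filter (0.0324), where more genes entered. With an estimated correlation in that setting, a test added after seeing the data, they had adjusted p = 0.872 (0.141 before adjustment). With the filter it was 0.868 (0.226 before adjustment). Camera directions turned, without passing, for mesenchymal genes under median-of-ratios scaling (0.977) and without high density replicate 1 (0.955; range over samples left out 0.814 to 0.968), for protease inhibitors under quantile normalization (0.990) and without low or high density replicate 2 (0.967 and 0.978; range 0.814 to 0.978), and for hypoxia genes under quantile normalization (0.617). The causes were not tested. Of 65 genes named by rule, 50 kept direction and side of the threshold in every setting. Over 1031 pairs of gene and setting, 39 lost a call, 5 gained one and 4 reversed, namely CLDN7 (0.049), COL18A1 (0.048), ADAM17 (0.030) and CTNND1 (0.027) with scaling to the positive controls.

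The replicate numbers did not pair the samples: deviations of samples with the same number correlated at 0.11, −0.11 and −0.04, and only replicate 1 matched its own number best. With the number as a block, 322 genes changed and the epithelial list had an adjusted p of 0.0511, above the threshold.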

Other observations

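The test of the low oxygen explanation, the recount of growth genes under another scaling and the uses of the positive controls and of the gap to the median gene for the epithelial list were chosen after the result was seen. The genes of the next paragraph and of the last 2 patterns were picked from the values.

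Among single genes picked from the values, FGFR3 (log2 fold change 1.47 ± 0.15), FGFR4 (1.04 ± 0.12), FGF2 (1.13 ± 0.12) and MET, the hepatocyte growth factor receptor (1.05 ± 0.13), all rose at low density without overlap between the samples of each density. In the other direction, the complement gene C3 fell from 2495 ± 92.6 at high to 1203 ± 19.0 at low density, and the mucin gene MUC1 fell from 360 ± 23.3 to 188 ± 21.3. The adjusted limma p-values of these 6 genes ranged from 8.8e-65 (C3) to 5.5e-14 (MET).

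The 10 splits of the 6 samples into 3 and 3 are too few for a share under 0.05. The real split gave 318 genes and was the only 1 of the 10 to reach that number, and the highest of the others gave 0. Every other split mixed the densities within both groups, which raises their spread, so its low number says nothing on chance.

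That more epithelial genes fell than rose could come from scaling to reference genes that changed themselves. That the list lay below the other genes could hardly come from such scaling, since a single factor per sample moves all genes nearly alike. The gap between the list median and the median tested gene, −0.20 as deposited, was therefore no test. It was −0.22 under quantile normalization, which keeps the order of genes within each sample and so could hardly remove it either. In 0 of 100 random draws of 15 reference genes did the falls of 12 to 23 members fail to exceed the rises of 3 to 6, and median-of-ratios scaling gave 21 and 4. Falls also exceeded rises with scaling to the positive controls (10 and 6), but the draws cannot show a shift shared by all reference genes, and the list median was then −0.01. How far the members fell in absolute terms, and so how far the excess of falls over rises stems from the scaling or from density, therefore cannot be told apart.

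VEGFA, NDRG1, PDK1, INHBE, ADM2, GDF15 (−1.12 ± 0.10), WARS (−0.67 ± 0.05) and EIF4EBP1 (−0.86 ± 0.04) were all higher at high density, and several are known targets of the stress factor ATF4. HSP90B1 (0.13, lower 95% bound 0.05) and EIF2AK3 (0.52, lower bound 0.35), whose rise a response to unfolded protein predicted, were not higher at high density. HSP90B1 passed in 12 of 16 other settings (highest limma adjusted p = 0.132). RNA of these genes does not show whether the proteins that act on ATF4 were active, so a response to unfolded protein was not excluded. A response to low oxygen through HIF may contribute and cannot be told apart, since 3 of the 8 other hypoxia genes past the threshold were higher at high density and the rest were lower. Amino acid shortage in crowded medium was not tested.

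PTTG1, which encodes securin, rose by 1.43 ± 0.04 at low density, and BTG1, which encodes an antiproliferative protein, fell (−1.06 ± 0.04). Both kept an absolute log2 fold change of at least 1.09 under median-of-ratios and quantile scaling, and both passed in all 16 other settings. Median-of-ratios and quantile scaling moved the median gene by only −0.06, and scaling to the positive controls by 0.15. These shifts are small beside both changes, which argues against the scaling as the cause. A larger share of growing cells at low density may be a candidate explanation: 6 of 7 other growth and cycle genes chosen before their values were seen (RBL1, TFDP1, SMC3, MTBP, NME1 and SNRPF, not NCL at 0.05 ± 0.03) rose, against 38.8% of all tested genes. Under median-of-ratios scaling 6 rose, against 164 of all 480 tested genes. Against this explanation, MYC, a gene that promotes growth, fell (−0.50 ± 0.07, limma adjusted p = 7.3e-11) and passed in all 16 other settings. TXNIP, a gene linked to growth arrest, rose by 0.20 ± 0.05 (but 0.04, limma adjusted p = 0.581, without high density replicate 1), and CDKN1A did not pass. Cell number and division were not measured in these data.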
